A study of Bos taurus and Sus scrofa with 10 samples.

How the data were processed

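RNA was profiled in cow and pig at 5 stages per species: the oocyte, the 2-4 cell embryo, the 8-16 cell embryo, the morula and the blastocyst. Each stage of each species had 1 library, which makes 10 libraries and no biological replicates. Per the labels' protocols, total RNA was isolated with a column kit for very small samples (PicoPure), turned into amplified cDNA with a kit for low input (Ovation RNA-Seq), and made into libraries with 8 cycles of PCR. Amplification of small inputs and PCR both copy molecules before sequencing. The libraries had no molecular identifiers in what the labels describe, so reads are not independent molecules, and every interval and floor given here covers counting error only. How many oocytes or embryos entered a library is not stated.

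The deposited values were on a log2 scale, in 1 table per species with 1 row per gene and 1 column per stage. The file headers name the gene, its chromosome, start, end and strand, and the stages. The read mapper, the counting method, the genome build, the annotation, the handling of strand and any removal of duplicate reads are not stated in the labels or headers. Coordinates are therefore printed as the authors' tables give them, with the build not stated, and no position was moved between builds. The scale of the values was worked out from the values themselves. In each column the second lowest value corresponds to 1 read, between 99.977% and 100% of the values above it are whole multiples of that read, and the lowest value, shared by all genes without reads, lies at 0.9 of a read. The deposited log2 values are thus log2 reads per 1000000 reads of the library (RPM), not divided by gene length, with 0 reads written as 0.9 of a read. RPM values compare a gene between stages and do not compare genes of different lengths.

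The read total behind each column follows from the value of 1 read. These totals ranged from 3002751 reads in the pig morula library to 14182046 reads in the cow blastocyst library, and reads in gene rows summed to between 71.7% and 92.7% of them. A floor of 3 reads was used for every library, the one-sided 95% upper limit that a count of 0 allows. The floor was 0.212 RPM in the deepest library and 0.999 RPM in the shallowest one. Folds against a library with 0 reads are lower bounds computed against the floor. No fold is given against a library with 1 to 3 reads, whose one-sided limit lies above the floor, nor where both libraries are at or below the floor. Intervals on RPM values and on shares of reads are 95% Wilson binomial intervals from the read counts; being two-sided, they reach above the floor at 0 reads, where the text gives the floor and the bars in the figures give the Wilson limit.

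Values were raised to the power of 2 to give RPM, and changes between stages were computed as differences of log2(RPM + 1). A fold change on the log2(RPM + 1) scale understates the change of genes with low values. A gene was compared when it had at least 1 RPM in one of both stages, and called changed at an absolute difference of 2 or more, which is 4-fold on that scale. Since each group had 1 library, no test against replicate spread was possible, and no difference between stages has a replicate check. No p-values across genes are given, except in 1 binomial test of opposite directions among listed genes. To see what counting error alone gives, both libraries of each comparison were drawn 20 times from 1 shared profile at their own read totals (Poisson). The 2 tables were scaled separately by the authors, so changes were computed within a species, and levels set across species rest on ranks or are given as values of their own table.

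Libraries were compared by Spearman's rank correlation across genes with at least 1 RPM in one library of the species. Genes are not independent replicates, so these correlations carry no p-value. Cow and pig genes were paired by identical symbols. There were 22845 rows for cow and 21867 rows for pig, of which 4144 and 5666 carried an identifier and no symbol. Those identifiers were left as given and stayed out of the pairing. Of several rows with the same symbol (190 cow and 97 pig symbols), the one with the highest mean was used. The pairing left 13251 shared symbols.

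5 gene lists were fixed before the data were examined, as were the groups, the comparisons, the thresholds and the rule for naming genes. They hold genes of the DNA methylation machinery (29 symbols), imprinted genes (61), oocyte markers (22), blastocyst markers (23) and cumulus cell markers (20). DPPA3 is in the machinery list and in the oocyte marker list. For each list the median change was placed among 10000 random lists of the same size matched on mean expression in 50 bins. A percentile under 2.5 or over 97.5 was taken as standing apart; this describes these libraries and is not a test of the stages. Genes named in the text follow the rule: 12 machinery genes in full, the 6 imprinted genes with the largest range over the stages in each species, the 5 symbols that rose and the 5 that fell most in both species from oocyte to blastocyst, 2 rising and 2 falling symbols per step and species, and marker genes that moved against their list. 1 of the falling symbols is not reported here. Other genes named are said to have been chosen after their values were seen. Of the machinery genes, DNMT3L in both species and DPPA3 in pig were not analysed here.

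The alternatives set beforehand were a pseudocount of 0.1, a threshold of 1 on the log2 scale, a minimum of 5 RPM or none, scaling of each library to the median of genes with at least 1 RPM in all stages, quantile normalisation, Pearson's correlation, and leaving out symbols with several rows. 4 further alternatives were chosen after seeing the data: scaling to the sum of non-mitochondrial gene reads, genes without reads set to 0, all libraries thinned to 3002751 reads, and leaving out genes whose span overlaps another gene (1990 cow and 6211 pig rows). Reads of overlapping genes cannot be assigned with certainty, since the counting method is not stated.

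The procedure was tested on simulated data drawn from the real libraries. Of 200 genes changed 8-fold among 10778 cow genes, 95.5% were recovered, and 94.5% of 200 among 10436 pig genes. There were 0 false calls in each species. The changed genes were drawn only from genes with at least 5 RPM in the oocyte library, and the most abundant genes were left out. The raised and unchanged lists came from the same range. Recovery of genes between the minimum of 1 RPM and 5 RPM was therefore not tested. The recovered genes were 100 higher and 91 lower in cow, and 100 higher and 89 lower in pig, so fewer falls than rises were recovered. A list raised on purpose reached percentile 100 in both species. Of 100 unchanged lists per species, each placed among 500 random lists, 7 in cow and 8 in pig fell outside 2.5 to 97.5, somewhat more than the 5 that the limits imply. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Where a change of a single gene was weighed against counting error, a two-sided exact binomial test on the reads of both libraries was used, which compares those libraries and not the stages. Checks of GC content were not made, since no genome sequence was used here.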

Results

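Gene expression was measured by RNA sequencing of total RNA in oocytes and preimplantation embryos of cow (Bos taurus) and pig (Sus scrofa). The groups were the oocyte, the 2-4 cell embryo, the 8-16 cell embryo, the morula (the compacting ball of cells) and the blastocyst (the stage with a cavity, an inner cell mass and trophectoderm). Each group had 1 library, so none of the differences below has a replicate check. The series title places the data in a study of DNA methylation before implantation, of differences between species and of imprinted genes, which are expressed from 1 parental copy. The comparisons therefore address which genes change between stages in each species, how far both species share these changes, and how the genes of the methylation machinery and imprinted genes behave.

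Read totals in cow were 4929953 in the oocyte library, 4438610 in the 2-4 cell library, 5432346 in the 8-16 cell library, 3899291 in the morula library and 14182046 in the blastocyst library. In pig they were 3377626, 4138616, 3166110, 3002751 and 3729816 reads in the same order. Values are in reads per 1000000 reads of the library (RPM). The cow blastocyst library was thus the deepest, and its low values are the most precise. Between 10529 and 11216 genes had at least 1 RPM in the cow libraries, and between 10051 and 11501 in the pig libraries. Mitochondrial genes took 4.40% of the reads in the cow oocyte library (95% Wilson interval 4.38 to 4.42) and 30.2% in the cow blastocyst library (30.2 to 30.2). In pig the mitochondrial share was 6.06% in the oocyte library (6.03 to 6.08) and 18.6% in the blastocyst library (18.5 to 18.6). Since RPM values are relative to all reads, a larger mitochondrial share lowers the values of all other genes.

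The first comparison asked how many genes changed at each step between consecutive stages. In cow, 42 of 11226 genes changed by 2 or more on the log2(RPM + 1) scale from the oocyte to the 2-4 cell stage, 22 higher and 20 lower. From the 2-4 cell to the 8-16 cell stage 3372 of 12405 genes changed, 1567 higher and 1805 lower. The step from the 8-16 cell stage to the morula changed 1458 of 12334 genes, 823 higher and 635 lower, and the step to the blastocyst changed 2963 of 12653 genes, 1506 higher and 1457 lower. In pig, 617 of 11362 genes changed from the oocyte to the 2-4 cell stage, 370 higher and 247 lower, and 592 of 12153 from the 2-4 cell to the 8-16 cell stage, 526 higher and 66 lower. From the 8-16 cell stage to the pig morula 2968 of 12746 genes changed, 1534 higher and 1434 lower. The last step changed 3471 of 12567 pig genes, 1739 higher and 1732 lower. Over the whole course from oocyte to blastocyst 5122 of 12738 genes changed in cow, 2774 higher and 2348 lower, and 5650 of 12512 in pig, 3251 higher and 2399 lower. Counting error alone gave at most 2 changed genes in any of 20 simulated draws per comparison. A threshold of 1 instead of 2 moved these counts most, to 1343 genes for the first cow step. Before the step to the blastocyst, the step with the most changed genes was that from the 2-4 cell to the 8-16 cell stage in cow and that from the 8-16 cell stage to the morula in pig, in the main setting and under each of the 9 alternatives that can move these counts.

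**Figure D1:**
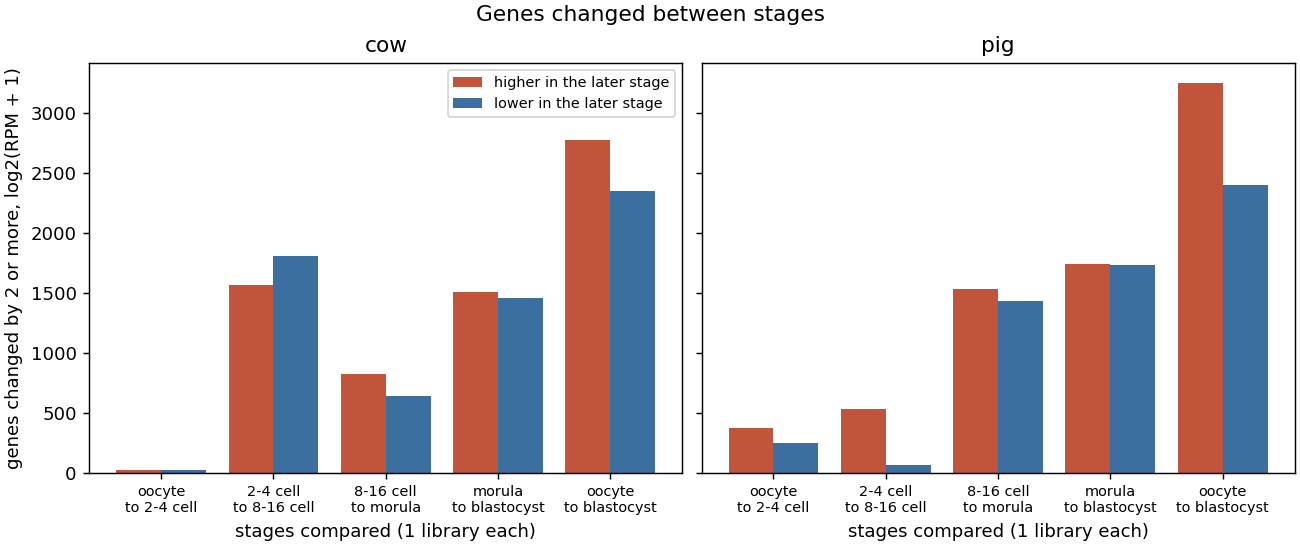
Bars give the number of genes (y axis, from 0) whose log2(RPM + 1) rose (red) or fell (blue) by 2 or more between the stages named on the x axis, in cow (left) and pig (right), with 1 library per stage. The first cow step shows 22 and 20 genes, and the step from the 2-4 cell to the 8-16 cell stage shows 1567 and 1805 in cow against 526 and 66 in pig.

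The split into higher and lower genes moved with the scaling of the libraries. For the first cow step 52.4% of the changed genes were higher in the main setting, 22.5% with median scaling and 24.4% with quantile normalisation. For the cow step from the 2-4 cell to the 8-16 cell stage the share was 46.5%, against 60.6% with median scaling. In pig the share was 60.0% for the first step against 77.8% with median scaling, and 88.9% for the second step against 77.0% with median scaling and 62.7% with quantile normalisation. The median change of all compared genes from oocyte to blastocyst was 0.18 in cow and 0.43 in pig. Quantile normalisation shifted it by -0.20 in cow and -0.41 in pig, and scaling to non-mitochondrial gene reads shifted it by 0.42 in cow. Changes of single genes of this size are therefore not told apart from a change of scale.

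Rank correlations across genes between consecutive libraries followed the same order. In cow Spearman's rho across 14078 genes was 0.973 between the oocyte and 2-4 cell libraries, 0.743 between the 2-4 cell and 8-16 cell libraries, 0.857 between the 8-16 cell and morula libraries and 0.746 between the morula and blastocyst libraries. In pig, across 14050 genes, the values were 0.909, 0.918, 0.775 and 0.723. The oocyte and blastocyst libraries had a rho of 0.542 in cow and 0.501 in pig. Taking in all genes, with no minimum, raised the last 2 values most, to 0.759 and 0.715.

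The genes with the largest changes at each step were named by rank. From the cow oocyte to the 2-4 cell stage MET rose from 1.42 to 13.5 RPM and RAD51AP1 from 0 reads to 6.08 RPM, at least 9.996-fold, while RNF219 fell from 127 to 18.02 RPM and COX7B from 18.7 to 2.03 RPM. From the cow 2-4 cell to the 8-16 cell stage PNRC1 rose from 2.03 to 2032 RPM and H2AFZ from 2.03 to 1288 RPM, and PDE6C fell from 182 to 5.71 RPM and TMEM242 from 107 to 3.13 RPM. At the cow morula PLEKHA5 had risen from 4.79 to 444 RPM and GNG2 from 0.920 to 112 RPM, whereas ZNF41 had fallen from 133 RPM to 0 reads, at least 173-fold, and HAS2 from 50.8 RPM to 1 read. At the cow blastocyst KRT8 had risen from 2 reads to 1490 RPM, and KRT18 from 3 reads to 1021 RPM. RSPO2 fell there from 380 RPM to 0 reads, at least 1798-fold.

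In pig, PCDH17 rose from 2 reads in the oocyte library to 90.1 RPM at the 2-4 cell stage, although its span overlaps another gene, and CACNA1A rose from 1 read to 57.5 RPM. ZP3 fell at that step from 127 to 3.62 RPM and ZAR1 from 99.5 to 3.38 RPM. From the pig 2-4 cell to the 8-16 cell stage SLC34A2 rose from 0 reads to 35.1 RPM, at least 48.4-fold, and TIMM8A from 1 read to 33.2 RPM, while GRIA2 fell from 12.1 RPM to 0 reads, at least 12.8-fold, and NPL from 10.6 RPM to 1 read. At the pig morula ATP6V0D2 had risen from 2 reads to 319 RPM, and DIRAS3, a gene of the imprinted list, from 1 read to 74.9 RPM. RAPGEF4 had fallen there from 63.5 RPM to 2 reads, and RGS2 from 48.6 RPM to 0 reads, at least 48.7-fold. At the pig blastocyst KRT8 had risen from 1 read to 3629 RPM, and CTSD from 1.67 to 2006 RPM, and RORB had fallen from 382 RPM to 2 reads, and CLDN1 from 441 to 1.07 RPM.

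The second comparison set the changes of both species side by side, across shared gene symbols. From oocyte to blastocyst the changes had a Spearman's rho of 0.492 across 8567 symbols. Of these, 1942 changed by 2 or more in both species, and 86.6% of them moved in the same direction, 955 higher and 727 lower. Independent directions with the same shares of higher genes would give 50.7%. Among the consecutive steps rho was 0.389 from the morula to the blastocyst, 0.173 from the 8-16 cell stage to the morula, 0.175 from the 2-4 cell to the 8-16 cell stage, and -0.0461 from the oocyte to the 2-4 cell stage. The alternative that moved these values most was a minimum of 5 RPM, which gave 0.434 for the step from the morula to the blastocyst. The cow step from the 2-4 cell to the 8-16 cell stage had a higher rho with the pig step from the 8-16 cell stage to the morula (0.293) than with the pig step of the same name. Levels were compared by rank across 9689 symbols, since both tables were scaled separately. Libraries of the same stage had rho values of 0.663 for the oocyte, 0.622 for the 2-4 cell stage, 0.625 for the 8-16 cell stage, 0.683 for the morula and 0.650 for the blastocyst. The cow 8-16 cell library had its highest rho with the pig morula library (0.672), and the cow 2-4 cell library with the pig oocyte library (0.647). Among the cow libraries the oocyte had the highest rho with the pig 2-4 cell library (0.642) and with the pig 8-16 cell library (0.627).

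**Figure D2:**
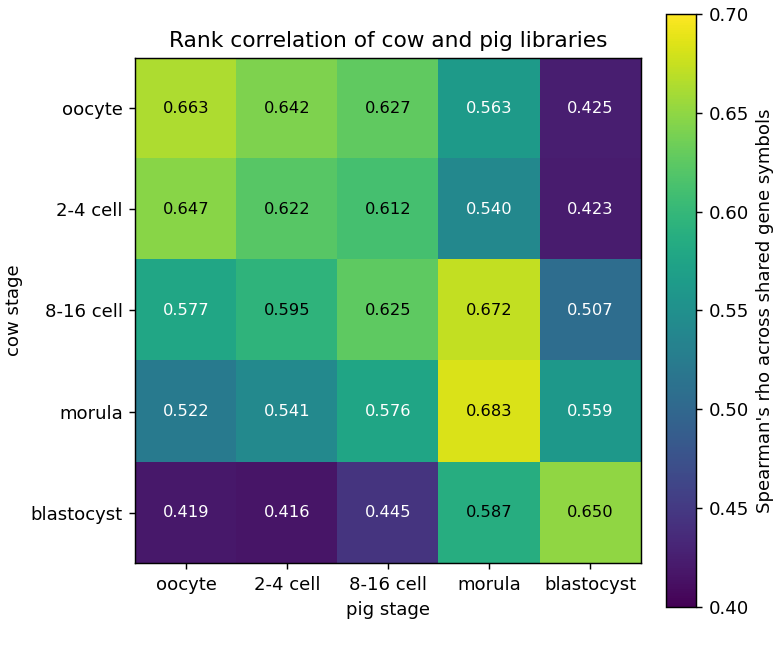
Each cell gives Spearman's rho across 9689 shared gene symbols between a cow library (rows, by stage) and a pig library (columns, by stage), with 1 library per stage and a colour scale from 0.4 to 0.7. The cow 8-16 cell row has its highest value, 0.672, in the pig morula column, and the diagonal runs from 0.622 to 0.683.

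The 5 symbols that rose most in both species from oocyte to blastocyst were KRT18, KRT8, S100A14, GATA6 and SLC25A3. KRT18 rose from 0 reads in both oocyte libraries to 1021 RPM in cow, at least 1677-fold, and to 2681 RPM in pig, at least 3019-fold. KRT8 reached 1490 RPM in cow and 3629 RPM in pig, S100A14 reached 401 and 301 RPM, GATA6 reached 226 and 261 RPM, and SLC25A3 reached 225 and 728 RPM. The 5 symbols that fell most in both were WEE2, ZP2, NLRP9, BMP15 and RGS2. WEE2 fell from 698 RPM to 0 reads in cow, at least 3301-fold, and from 1976 to 1.07 RPM in pig. ZP2 fell from 3261 RPM to 0 reads in cow, at least 15418-fold, and from 1128 RPM to 3 reads in pig, where its span overlaps another gene. Oocyte levels of NLRP9 were 505 RPM in cow and 739 RPM in pig, those of BMP15 were 1181 and 2361 RPM, and those of RGS2 were 972 and 261 RPM.

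2 marker lists served as checks of the stage labels. From oocyte to blastocyst the median change of 21 oocyte markers in cow was -6.18, and -5.99 with genes at or below the floor set to the floor, at percentile 0 of the matched random lists. In pig the median of 19 oocyte markers was -6.34, and -6.15 with the floor, also at percentile 0. Blastocyst markers had a median of 4.16 over 21 genes in cow and 4.98 over 17 genes in pig, both at percentile 100. With the floor these medians were 4.06 over 22 genes in cow and 4.94 over 17 genes in pig. Medians with the floor have no 1 RPM minimum and leave out genes at or below the floor in both libraries, so their number of genes can differ. The 1 RPM minimum left out the pig blastocyst markers NANOG and SOX17, with 0 reads in both libraries, and KRT7, with 1 read in the blastocyst library. In cow it left out SOX17, with 4 reads in the blastocyst library. With no minimum the pig blastocyst marker list stayed at percentile 100. KIT, an oocyte marker, moved against its list in cow, from 243 to 288 RPM. Among blastocyst markers ELF3 went from 3.65 to 2.12 RPM in cow, with overlapping intervals (2.31 to 5.77 and 1.48 to 3.02 RPM), and SOX2 in pig went from 1.18 RPM to 0 reads, which was not a detectable difference at this depth (0.461 to 3.05 RPM in the oocyte library, and up to 0.804 RPM allowed by 0 reads in the blastocyst library). SOX2 in the pig morula library was at 10.3 RPM. The list of 20 cumulus cell markers, a check for somatic cells around the oocyte, had a median change of -0.78 over 14 genes in cow (percentile 9.14). In pig it was 1.18 over 10 genes (percentile 71.2). With the floor these medians were -0.63 over 15 genes in cow and 0.89 over 10 genes in pig.

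The third comparison concerned the DNA methylation machinery, which comprises the DNA methyltransferases, the TET enzymes that oxidise methylcytosine, and factors that recruit or protect methylation. From oocyte to blastocyst 11 of 23 machinery genes were higher and 12 lower in cow, with a median of -0.43 at percentile 45.1 of the matched random lists. With the floor, and without the 1 RPM minimum, the cow median was -0.19 over 24 genes. In pig 10 of 23 were higher and 13 lower, with a median of -0.70 at percentile 27.3. The cow percentile lay between 57.7 and 63.9 under 4 alternatives, on the other side of the middle. From oocyte to blastocyst the list did not stand apart as a whole in either species, while single members moved far in both directions. Between consecutive stages it stood apart at the cow step from the 8-16 cell stage to the morula, with a median of -0.69, 15 of 23 genes lower and percentile 0.785. The pig list reached percentile 97.39 at the step from the morula to the blastocyst, inside the upper limit, and passed it under 4 alternatives (97.53 to 98.08). These steps were picked after their values were seen; of the 16 values of the machinery and imprinted lists at consecutive steps, 1 was outside the limits, where the limits imply 0.8. Of 19 machinery genes with at least 1 RPM in both species, 14 moved in the same direction in cow and pig, and between 13 and 14 did so over 5 other settings of scale, pseudocount and depth.

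DNMT1, the maintenance methyltransferase, was the gene with the most reads in the pig oocyte library. It lies on pig chromosome 2, 68981566 to 69029855, and on cow chromosome 7, 15913446 to 15956917, in builds that are not stated. How reads with several matches were placed is not stated either. Its pig level was 34449 RPM in the oocyte library (95% Wilson interval 34255 to 34644), 11849 RPM at the 2-4 cell stage, 9853 RPM at the 8-16 cell stage, 362 RPM in the morula library and 30.0 RPM in the blastocyst library (25.0 to 36.1), a 1147-fold fall. In cow DNMT1 went from 400 RPM (383 to 418) through 557, 57.4 and 25.9 RPM to 22.2 RPM in the blastocyst library (19.9 to 24.8), 18.01-fold lower than in the oocyte library. UHRF1, which brings DNMT1 to replicated DNA, fell 95.2-fold in cow, from 356 to 3.74 RPM, and 7.73-fold in pig, from 41.4 to 5.36 RPM. Levels between both species are not set against each other here, since their tables were scaled separately.

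Both de novo methyltransferases were lower in the morula library than in the oocyte library in both species. DNMT3A (cow chromosome 11, 74030425 to 74059688; pig chromosome 3, 113502333 to 113609129) went from 13.6 RPM in the cow oocyte library (10.7 to 17.3) to 1.03 RPM in the morula library and 178 RPM in the blastocyst library (171 to 185). In pig it went from 175 RPM (161 to 189) to 20.98 RPM in the morula library and 42.4 RPM in the blastocyst library (36.3 to 49.5). From oocyte to blastocyst DNMT3A thus changed by 3.61 in cow and by -2.02 in pig, the latter -1.91 when scaled to non-mitochondrial gene reads. DNMT3B (cow chromosome 13, 62700411 to 62721124; pig chromosome 17, 36332801 to 36426437) went from 110 to 3.59 and then 157 RPM in cow, and from 412 to 91.6 and then 114 RPM in pig, a change of 0.52 in cow and -1.85 in pig.

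TET1 rose in both species, from 2.03 to 625 RPM in cow, 308-fold, and from 4.14 to 420 RPM in pig, 101-fold. The cow TET1 gene (chromosome 28, 25073149 to 25191276) encloses a U6 gene, so a part of its reads is not certain. Within cow it stood at 203 RPM in the 8-16 cell library, and within pig at 14.8 RPM in the 8-16 cell library and 110 RPM in the morula library. TET2 (cow chromosome 6, 21176966 to 21218829; pig chromosome 8, 116415272 to 116545514) moved in opposite directions, from 157 to 16.7 RPM in cow, a change of -3.16, and from 70.5 to 488 RPM in pig, a change of 2.77. TET3 changed by -0.43 in cow, from 38.7 to 28.6 RPM by way of 2.56 RPM in the morula library, and by -2.17 in pig, from 27.5 to 5.36 RPM. DPPA3 fell from 2769 to 179 RPM in cow.

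Among factors that bind imprinted loci, ZFP57 had 0 reads in both oocyte libraries, which allows up to 0.609 RPM in cow and 0.888 RPM in pig. In cow it first appeared at the 8-16 cell stage (17.7 RPM, 14.5 to 21.6) and was back at 0.987 RPM in the blastocyst library, and its span there overlaps MOG. In pig it first appeared in the morula library (6.33 RPM, 4.05 to 9.88) and reached 39.9 RPM in the blastocyst library, at least 45.0-fold above the oocyte. ZNF445 fell in both species, from 20.5 to 5.71 RPM in cow and from 184 to 25.2 RPM in pig. TRIM28, their common partner, rose from 7.99 to 113 RPM in pig, 14.1-fold. In cow TRIM28 went from 21.5 RPM (17.8 to 26.0) to 26.7 RPM (24.1 to 29.5), with overlapping intervals, and at equal depth its change was -0.14 in place of 0.30. Pig TRIM28 and ZNF445 each overlap an unnamed gene.

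**Figure D3:**
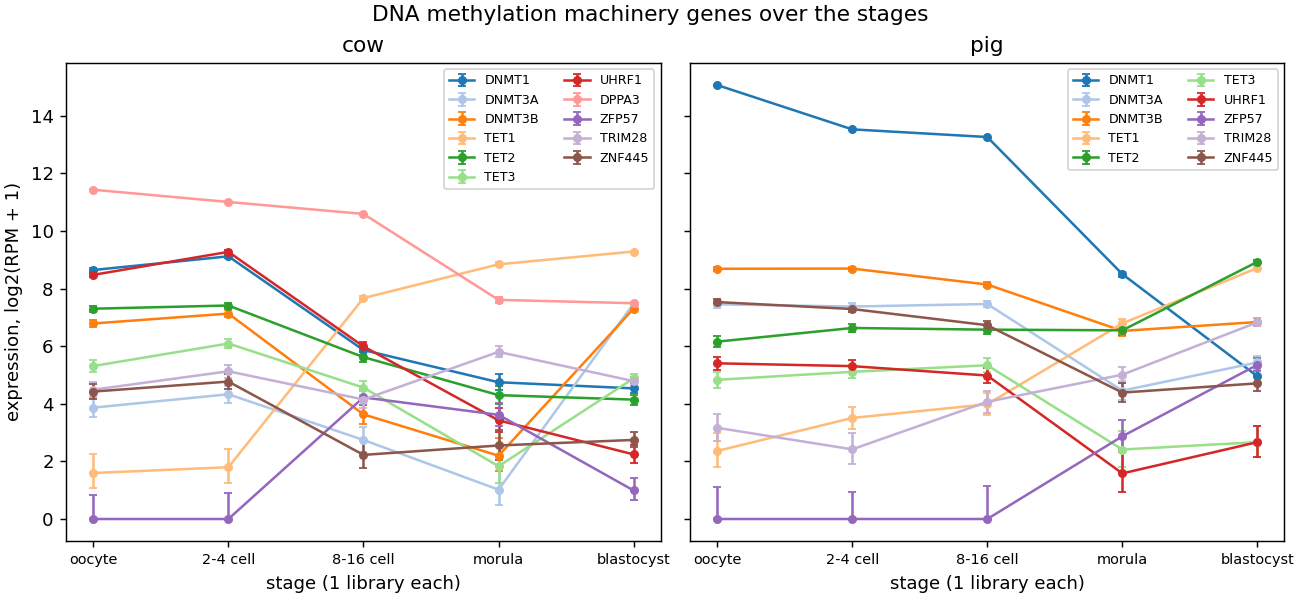
Lines join the values of 11 machinery genes in cow (left) and 10 in pig (right) over the 5 stages on the x axis, as log2(RPM + 1) on the y axis, with bars for 95% Wilson counting intervals and 1 library per stage. DNMT3A ends above its oocyte value in cow (change 3.61) and below it in pig (-2.02), TET1 rises in both, and pig DNMT1 falls by 10.12.

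The fourth comparison concerned imprinted genes, meaning here the genes of the list fixed beforehand. The values do not separate the parental copies, so whether a listed gene is imprinted in cow or pig was not tested. From oocyte to blastocyst 15 of 29 imprinted genes were higher and 14 lower in cow, with a median change of 1.15 (0.78 with genes at or below the floor set to the floor). In pig 19 of 31 were higher and 12 lower, with a median of 1.31 (0.85 with the floor). These medians lay at percentile 95.2 in cow and 95.6 in pig, short of the upper limit in both species. Under the alternatives they ranged across that limit. They reached 97.7 in cow with quantile normalisation and 98.6 in pig with genes without reads set to 0. In cow the percentile fell to 69.0 with a minimum of 5 RPM. In pig it fell to 86.0 with quantile normalisation and to 79.5 when scaled to non-mitochondrial gene reads. With no minimum RPM the percentiles fell to 42.5 in cow and 42.6 in pig. Of 23 imprinted genes with at least 1 RPM in both species, 18 moved in the same direction, and between 18 and 20 did so over the 5 other settings.

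The genes of the imprinted list with the largest range over the stages in cow were MEST, RB1, ASB4, PLAGL1, NDN and PPP1R9A. MEST (chromosome 4, 95066962 to 95079685) fell from 45.0 RPM in the oocyte library to 3 reads in the blastocyst library. RB1, which overlaps LPAR6, fell from 204 to 4.72 RPM, and PLAGL1 (chromosome 9, 82419235 to 82420458) from 23.5 RPM to 1 read. ASB4 (chromosome 4, 12597838 to 12699701) rose from 2 reads to 31.03 RPM, with 48.98 RPM in the morula library. NDN rose from 3 reads to 9.87 RPM, with its highest value of 26.5 RPM at the 8-16 cell stage. PPP1R9A dipped from 19.3 to 3.08 RPM in the morula library and reached 44.0 RPM in the blastocyst library.

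In pig the corresponding genes were PLAGL1, USP29, DIRAS3, CD81, PEG10 and ZDBF2. PLAGL1, which overlaps HYMAI, fell from 129 RPM to 2 reads. USP29 (chromosome 6, 61516685 to 61519361) had 1 read in the oocyte library and 0 in the blastocyst library, and rose in between to 87.9 RPM in the morula library (77.9 to 99.2). DIRAS3 likewise peaked in the morula library at 74.9 RPM, against 2.37 RPM in the oocyte and 9.92 RPM in the blastocyst library. CD81 (chromosome 2, 1625551 to 1645858) rose from 5.92 to 114 RPM, 19.3-fold, whereas cow CD81 (chromosome 29, 49842969 to 49848639) went from 3.04 RPM (1.84 to 5.02) to 1.83 RPM (1.25 to 2.69), with overlapping intervals. PEG10 fell from 253 to 7.78 RPM, 32.6-fold. ZDBF2 rose from 0 reads to 31.1 RPM, at least 35.0-fold, and had 45.0 RPM in the morula library.

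**Figure D4:**
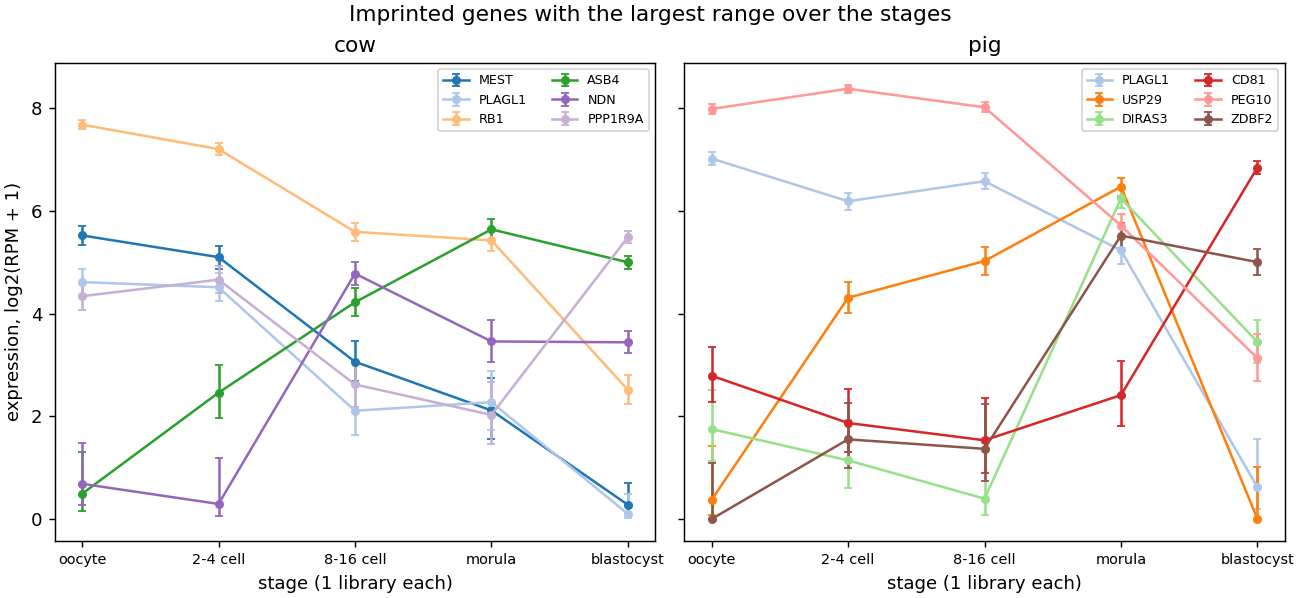
Lines join the values of the 6 imprinted genes with the largest range in cow (left) and in pig (right) over the 5 stages on the x axis, as log2(RPM + 1) on the y axis, with bars for 95% Wilson counting intervals and 1 library per stage. PLAGL1 falls in both species, to 1 read in cow and 2 reads in pig, and pig USP29 peaks at 87.9 RPM in the morula library.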

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

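All tests in this part were chosen after the values had been seen. Groups of 1 library leave no outlying sample to look for, so what stands here are 7 genes whose change from oocyte to blastocyst went opposite ways in cow and pig. They are 7 of the 31 genes that the text names for this comparison and that had at least 1 RPM in both species. The other 24 moved the same way. The naming rule chose some genes for moving the same way in both species, and KIT, ELF3 and SOX2 for moving against their list. The split into 7 and 24 is thus partly set by that rule and does not measure agreement between the species. With 1 library per stage the difference between the species was not tested for any of them.

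DNMT3A rose by 3.61 in cow and fell by 2.02 in pig, a gap of 5.63 on the log2(RPM + 1) scale. TET2 fell by 3.16 in cow and rose by 2.77 in pig, a gap of -5.93. DNMT3B had a gap of 2.36, from 0.52 in cow and -1.85 in pig, and CD81 a gap of -4.57, from -0.51 in cow and 4.06 in pig. Among markers that moved against their list, KIT had a gap of 5.43, from 0.24 in cow and -5.19 in pig, ELF3 a gap of -4.50, from -0.58 and 3.92, and SOX2 a gap of 2.24, from 1.43 and -0.82. Scaling of the libraries was weighed by recomputing both changes with another pseudocount, with median scaling, quantile normalisation and scaling to non-mitochondrial gene reads, and at equal depth. The directions held in all 6 settings, the main one included, and the smallest gap in size was 5.32 for DNMT3A, 5.68 for TET2, 2.35 for DNMT3B, 4.41 for CD81, 5.31 for KIT, 4.49 for ELF3 and 2.19 for SOX2. These values argue against scaling, depth or the mitochondrial share as the source of the opposite directions, although the cow change of KIT is close to the median change of all cow genes (0.18).

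Counting error was weighed with a two-sided exact binomial test on the reads of both libraries, which compares the libraries and not the stages. The weaker of both changes had an exact p of 3.21e-69 for DNMT3A, 2.78e-249 for TET2, 8.13e-15 for DNMT3B and 2.08e-07 for KIT. For CD81 the fall in cow rests on 15 reads in the oocyte library and 26 in the deeper blastocyst library, with an exact p of 0.151. The fall of ELF3 in cow had an exact p of 0.0701 and the fall of SOX2 in pig one of 0.0510. Counting error therefore remains a candidate explanation of the cow directions of CD81 and ELF3 and of the pig direction of SOX2, while their changes in the other species have an exact p of 7.58e-92, 9.90e-20 and 1.09e-14.

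Opposite changes are common between both species in these tables. Of 4447 shared symbols that changed by at least 1 in both, 955 (21.5%) went opposite ways. In the machinery and imprinted lists together 28 genes changed by at least 1 in both species. Of these, 4 went opposite ways, 3 of 12 machinery genes and 1 of 16 imprinted genes. A one-sided exact binomial test against the rate of 21.5% gave a p of 0.881, so both lists together showed no excess of opposite changes. The test treats genes as independent, which they are not, and the machinery list was not tested alone. Among symbols that changed by 2 or more in both species, as DNMT3A and TET2 did, 260 of 1942 went opposite ways. How often gaps as large as theirs occur was not computed, so whether both genes exceed the general rate stays open. What separates the species is also confounded with everything else that differs between the 2 sets of libraries: the embryos' origin, handling and library preparation, the annotation, and the spans of the genes, which were 29264 bases for DNMT3A in cow and 106797 in pig. A regulatory difference between cow and pig stays open and was not tested.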

How the results depend on the processing

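4 of the alternatives were chosen after seeing the data: scaling to non-mitochondrial gene reads, genes without reads set to 0, equal depth, and leaving out overlapping genes. No paired analysis was possible because each group had 1 library, and for the same reason no library was left out in turn. For counts of changed genes, having no minimum RPM removes nothing, since a change of 2 already needs 3 RPM or more, so that setting says nothing about them. A correlation has no binomial interval, so a shift of up to 0.1 was taken as no change.

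Of 90 recomputed counts of changed genes, that setting left out, 71 stayed within 1.5 times the main count. The lower threshold of 1 moved all 10 by its construction: in cow to 1343, 7801, 5180 and 7199 genes for the consecutive steps and 8973 from oocyte to blastocyst, and in pig to 3101, 3086, 7189, 7518 and 9075 genes. A pseudocount of 0.1, which raises the changes of genes with low values, gave 401, 5186, 2928 and 4666 genes for the cow steps and 1744, 1782 and 4478 for the first 3 pig steps. Scaling to non-mitochondrial gene reads gave 64 genes for the first cow step, and leaving out overlapping genes gave 3711 for pig from oocyte to blastocyst, by having fewer genes to count. The cause of the rise to 64 was not tested. In the first cow step 72.8% of the changed genes were higher with a pseudocount of 0.1 and 80.4% with a threshold of 1, and in the first pig step 42.9% were higher with a threshold of 1.

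Among 30 recomputed correlations between stages 7 moved by more than 0.1. With no minimum, rho was 0.856 from the 2-4 cell to the 8-16 cell stage, 0.848 from the morula to the blastocyst and 0.759 from oocyte to blastocyst in cow, and 0.832 and 0.715 for the last 2 of these in pig. A minimum of 5 RPM gave 0.404 in cow and 0.353 in pig from oocyte to blastocyst. Genes without reads in both libraries are tied and add to rho by construction. All 20 recomputed correlations of changes between cow and pig kept their sign and moved by 0.1 or less.

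Both marker lists kept their side of the limits in all 16 recomputations of each list. The machinery list in cow, at percentile 45.1, crossed the middle to 63.9 with no minimum, 60.4 with median scaling, 63.7 with non-mitochondrial reads and 57.7 at equal depth, all within the limits. At the cow step from the 8-16 cell stage to the morula it stayed below the lower limit in all 8 recomputations (0.355 to 0.890), and at the pig step to the blastocyst it passed the upper limit with a pseudocount of 0.1 (97.53), no minimum (97.89), non-mitochondrial reads (98.02) and equal depth (98.08). In cow the imprinted list fell to percentile 69.0 with a minimum of 5 RPM and to 81.3 with a pseudocount of 0.1. In pig it fell to 79.5 with non-mitochondrial reads and to 86.0 with quantile normalisation. It fell furthest, to percentile 42.5 in cow and 42.6 in pig, with no minimum. That setting adds genes without reads in either stage, whose change is set by the depth of the libraries alone (-0.15 in cow and -0.03 in pig, which were then the list medians). The imprinted list passed the upper limit in cow with quantile normalisation (97.7) and in pig with genes without reads set to 0 (98.6). The cause was not tested.

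Of 440 recomputed changes of genes chosen by the naming rule 436 kept their direction and their side of 2. TRIM28 in cow reversed to -0.14 at equal depth, which keeps a random part of its reads (106 in the oocyte library). The other 3 were 1 weaker (DNMT3A in pig, -1.91 with non-mitochondrial reads) and 2 stronger (ZNF445 in cow, -2.02 with quantile normalisation, and DIRAS3 in pig, 2.02 with a pseudocount of 0.1). The floor of 3 reads lies between 0.725 and 0.999 RPM in the pig libraries and between 0.212 and 0.769 RPM in the cow libraries.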

Other observations

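All tests in this part were chosen after the values had been seen, and the genes and rows named here were picked after their values were seen, except where they follow the rule for named genes.

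The early steps of both species differed in where most genes changed. The ratio of changed genes between the steps from the 8-16 cell stage to the morula and from the 2-4 cell to the 8-16 cell stage was 5.01 in pig, while in cow the earlier step was the larger by a ratio of 2.31. Library depth was weighed by thinning all libraries to the same depth, and the pig ratio was then 4.99. Scaled to non-mitochondrial gene reads it was 4.06, and with median scaling or quantile normalisation it was 5.41 or more. The ratios were smaller with a pseudocount of 0.1 (2.51 in pig and 1.77 in cow) and with a threshold of 1 (2.33 and 1.51). Had the pig 2-4 cell and 8-16 cell libraries been exchanged, the step into the morula would have started from the library labelled 2-4 cell, with 3953 changed genes and a ratio of 6.68, so the step into the morula stays the larger one. These values argue against depth, scaling, mitochondrial reads and such an exchange. Whether the pig libraries show the same programme later was asked with the 1071 shared symbols that rose by 2 or more from the cow 2-4 cell to the 8-16 cell stage. In pig 7.56% of them rose by 2 or more at the first step, 9.99% at the second and 21.6% at the step to the morula. Matched random lists gave 2.60%, 3.81% and 11.9%, so the ratio to them was 2.91, 2.62 and 1.82. All 3 shares lay above the upper limits of the random lists (3.45%, 4.95% and 13.7%). Of these 3 steps the excess was largest at that to the morula in percentage points (9.71 against 4.96 and 6.18) but smallest there as a ratio, in the main setting and in 5 others of scale, pseudocount and depth, so whether the rise comes later in pig stays open. Of the 1344 symbols that fell in cow, 22.5% fell in pig at the step to the morula, 2.00 times the random lists, against 1.62 and 1.31 times at the steps before. By points this excess (11.3) was the largest of the 3 steps in all 6 settings, but the 95% Wilson intervals of the ratios overlapped in 5 of them (in the main setting 1.81 to 2.21 at the morula and 1.20 to 2.17 at the first step), and with median scaling the ratio was 2.04 at both. With a pseudocount of 0.1 the ratio at the morula was the highest with intervals apart (1.57 to 1.82, against 0.944 to 1.34 and 0.725 to 1.35 at the steps before). Whether the fall comes later in pig stays open too, as do differences in how embryos were timed and pooled, which cannot be separated from the species with 1 library per stage.

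Reads on male-specific genes appeared in the pig embryos. DDX3Y, UTY, EIF1AY and KDM5D together had 0 reads in the oocyte library, which allows up to 0.888 RPM, then 2.17 RPM at the 2-4 cell stage, 16.1 RPM at the 8-16 cell stage, 183 RPM in the morula library and 206 RPM in the blastocyst library. Misplaced reads from the X-linked copies DDX3X, KDM6A, EIF1AX and KDM5C would be a technical source. Those copies had 1731 reads in the oocyte library, and at the morula ratio of Y to X reads the oocyte library would hold 191 Y reads in place of 0. That argues against misplaced reads. Transcription from the Y chromosome of male embryos in the pools is a candidate explanation, and the series' labels give no sex, so no biological explanation was tested.

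Mitochondrial reads rose unevenly. 2 long unnamed mitochondrial genes, which the pig table places at 1246 to 2205 and 2274 to 3844, took 0.113% of the reads in the pig oocyte library and 8.41% in the blastocyst library, 74.4 times as much. The 10 named mitochondrial genes went from 5.92% to 10.1%, 1.71 times as much. A rise of all mitochondrial RNA would move both alike, and the ratio of both folds was 43.4 in pig, which argues against it as the whole account there. In cow the corresponding pair, at 431 to 1385 and 1453 to 3023, went from 3.60% to 25.1% and the named genes from 0.787% to 5.11%, and the ratio of both folds was 1.07. Between these stages both moved apart: at the cow 2-4 cell stage the pair fell to 1.65% while the named genes rose to 1.07%, and at the 8-16 cell stage the pair was 1.62 times and the named genes 6.04 times their oocyte share, a factor of 3.73 between them. A general rise thus does not describe the cow course either, despite the agreement of its end points. A difference in how these RNAs were primed or depleted between libraries stays open, and no biological explanation was tested.

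DNMT1 took 3.44% of all reads of the pig oocyte library. Reads that fall on the locus at every stage, for example from a repeat or an unlisted copy, would be a technical source of such a level. The fall by 1147-fold to the blastocyst argues against stage-independent reads as the whole signal. The tables do not say how reads with several matches were placed, and a copy that is itself transcribed in the oocyte stays open.

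HAS2, STAR and VCAN, 3 genes of the cumulus marker list, stood at 141, 157 and 116 RPM in the cow oocyte library. Cumulus cells carried along would bring their other transcripts too. Of the other 17 genes of the list, 3 (17.6%) lay within a factor of 10 of the lowest of these levels: GJA1 at 51.9 RPM, FSHR at 37.3 RPM and SERPINE2 at 14.8 RPM. FN1 stood at 9.13 RPM and COL1A2 at 1.83 RPM, and 7 of the 20 genes had 3 reads or fewer. The list does not say which of its genes are most abundant in cow cumulus cells, so these mixed levels neither show nor exclude such cells. STAR was still at 31.7 RPM and HAS2 at 50.8 RPM at the cow 8-16 cell stage. 10 of the 20 genes of the list were above the floor of 3 reads in the cow blastocyst library, so the list is not specific to cumulus cells. Cumulus cells and expression in the oocyte itself both stay open, and the latter was not tested.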
